A study of Mus musculus with 15 samples. Its data were reported in "Liver group 2 innate lymphoid cells regulate blood glucose levels through IL-13 signaling and suppression of gluconeogenesis" (2022).

How the data were processed

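Bulk RNA sequencing was analysed for 15 libraries of mouse primary hepatocytes in 5 groups of 3. Per the labels, cells were isolated by a stepwise digestion of the liver. They received recombinant IL-13 at 10 ng/mL, or none, for 2 h, and were then given 100 µM cAMP, 100 nM glucagon or vehicle for 3 h, with IL-13 still present where it had been added. The groups were vehicle, cAMP, cAMP with IL-13, glucagon, and glucagon with IL-13. Groups were taken from the sample titles and treatment labels. One free-text field calls the cAMP libraries controls, which conflicts with their titles and treatment labels, and the titles, treatments and column names were followed. The strain label counts up from C57BL/6 to C57BL/20 over the 15 samples, and the study's methods give BALB/c for mice unless noted otherwise, so the strain of the cells is not settled and was not used. The vehicle columns carry names that fit the group but no single sample, so these libraries are called a, b and c and have no number shared with the other groups. The labels do not say whether the 3 libraries of a group came from separate mice or separate cultures, so the p-values measure only the spread between these libraries, which may be technical.

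Total RNA was made into libraries with a TruSeq kit and sequenced as single-end reads, according to the study's methods. The authors aligned reads to mm10 with TopHat 1.3.2 and quantified genes with Cufflinks 2.0.2, as named in the submitters' processing notes. The gene annotation they used is not given in the sources used here, and neither is a strand setting, so overlapping and antisense genes cannot be told apart from their partners. The authors used edgeR to call genes.

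Each of the deposited quantities came as a full sheet of 24347 entries and a selected sheet of 23062 entries, which lacks the 1285 entries marked as small RNA and otherwise holds identical values. In 27 entries of the full sheet the symbol had become a date, and those were kept without a name. The main table holds a deposited signal, estimated reads per gene multiplied by 1 factor per library. In each column the low values were multiples of 1 step, which ran from 0.797 to 1.25 between libraries. Dividing by the step gave whole reads, within 0.1 of a read, for 86.2% to 98.7% of the values of a library and for 98.3% to 98.9% of those under 20 reads, and 8 to 21 values per library were below 0.5 of a read. Median-ratio size factors recomputed from the columns ran from 1.004 to 1.006, so the columns had already been scaled to each other. The values are called scaled reads here. The second table holds FPKM values computed by the authors and was used only for alternatives.

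The design had been fixed for raw counts and a quasi-likelihood count test. Because the values turned out to be a scaled signal with a part that is not whole, limma 3.58.1 in R 4.3.3 was used in place of that test, with the samples, groups and threshold of the design. Genes with at least 10 scaled reads in at least 3 libraries were kept, which left 12703 genes. A linear model with group as its only term was fitted to log2(scaled reads + 1) of all 15 libraries, with a robust variance trend, and Benjamini-Hochberg adjustment was applied over all tested genes at a threshold of 0.05. Fold changes are on this log2 scale with the pseudocount of 1, which understates changes of low genes. The 6 comparisons were cAMP against vehicle, glucagon against vehicle, IL-13 with each stimulus against the stimulus alone, glucagon against cAMP, and the difference between the IL-13 effects.

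The recovered reads summed to between 15567524 and 24245905 per library. Reads of near-identical gene copies cannot be assigned with certainty: Mup1 was listed at 0 in 11 of the libraries and at 1627 to 1896 scaled reads in the other 4, and Eif3j1 and Eif3j2 traded reads in the same way. Such genes are not reported.

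Gene lists (23) and marker lists of other cell types and liver zones (8) were written before the data were examined. They were tested with camera at a preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over the lists of a comparison. Camera with an estimated correlation and fry were run beside it. Camera compares a list with all other genes, and fry tests whether its members move one way. A list needed 3 tested members, which left 30 of the 31 lists, since the lymphocyte list had 2. The FOXO list follows a pathway that the study picked on these samples, and the gluconeogenesis list holds G6pc and Pck1, the study's main genes. Neither list is therefore independent evidence of its direction. Named genes followed a rule of the same date. It took the study's genes G6pc, Pck1, Fbp1, Pcx, Ppargc1a, Hnf4a, Foxo1, Il13ra1, Il4ra, Stat3 and Stat6, then the 6 largest rises and the 6 largest falls (5 each between the stimuli and for the difference of IL-13 effects) among genes past the threshold with no overlap between the groups and a mean of at least 5 CPM, without predicted genes, and up to 4 members with the lowest p of each list described. Genes named outside this rule are marked as chosen after their values were seen. Gene positions come from GENCODE vM21 on GRCm38, the assembly also called mm10, and were found for 12217 of the tested genes (96.2%).

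The steps were tested on simulated data first, with 200 genes of at least 20 mean scaled reads changed by known folds. Of genes changed 1.5-fold in the simulation of cAMP against vehicle (12615 genes), 68.7% were called, and 92.5% of those changed 2-fold. In that of the difference between IL-13 effects (12625 genes), 61.2% and 85.1% were called. False calls made up 3.1% (glucagon against cAMP) to 6.8% (difference between IL-13 effects) of the calls. With no change simulated, 0 of 12614 genes were called in each comparison. The simulation gave a gene the same spread in every library and drew genes independently. It lacked the wider spread and the length trend of the vehicle libraries described below, so it does not give the rates of missed or false calls against vehicle.

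Alternatives were library size alone or the upper quartile as scaling, no filter, a filter of 1 CPM, limma-voom on the recovered reads, log2(FPKM + 1) and log2(FPKM + 0.1), pseudocounts of 0.5 and 5, fits on only the groups compared, a replicate block, removal of a transcript length trend, removal of libraries that stood apart, and each library left out in turn, for every comparison. Those that need raw counts were not run. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.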

Results

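RNA of mouse primary hepatocytes was sequenced to ask how the gluconeogenic stimuli cAMP and glucagon change liver gene expression, and how interleukin-13 (IL-13), a type 2 cytokine, alters that response. Glucagon is the fasting hormone that acts on hepatocytes through cAMP. The 5 groups (vehicle, cAMP, cAMP with IL-13, glucagon, glucagon with IL-13) held 3 libraries each. No group received IL-13 without a stimulus. An IL-13 effect on the response to a stimulus therefore cannot be told apart from one that needs no stimulus. Recovered reads per library were 17984212 to 23654427 with vehicle, 16662405 to 21676358 with cAMP and 20718860 to 24245905 with cAMP and IL-13. They were 17389872 to 18838845 with glucagon and 15567524 to 20334117 with glucagon and IL-13. The known responders followed the labels: Nr4a1, an immediate target of cAMP, stood at 302.2 to 341.3 scaled reads with vehicle and 3369.1 to 3726.8 with cAMP. The cytokine feedback gene Cish stood at 421.9 to 477.7 with cAMP and 1536.3 to 1660.6 with cAMP and IL-13. No pair of libraries of a group held copied values, since the median squared difference between replicates was 1.24 to 8.08 times that of sampling noise. Technical repeats would differ by about sampling noise, and several pairs lay near it, so such repeats are not excluded. Vehicle library a stood apart, and to a lesser degree cAMP library 2 (10 genes more than 2-fold lower and an SD of 0.2 against its group mates, where cAMP libraries 1 and 3 had 0.117 and 0.128). Among genes with a mean above 200 scaled reads, 85 were more than 2-fold lower in vehicle library a than the mean of the other vehicle libraries. Among 9141 genes with a mean above 100, the differences of vehicle a from b and c correlated with log2 transcript length (r = -0.534 and -0.629 across genes, which are not independent), against -0.218 for b from c. The highest value in another group was 0.411, for glucagon library 1 from 3.

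Treatment with cAMP raised gluconeogenic enzymes and early transcription factors of the cAMP pathway. G6pc (glucose-6-phosphatase, the last step of glucose release, chromosome 11, 101367561 to 101377903) rose from 70.35 ± 5.42 to 1356 ± 12.4 scaled reads (SD, n = 3), a log2 fold change of 4.25 (SE 0.06, adjusted p = 5.9e-19 by limma). Pck1 (phosphoenolpyruvate carboxykinase, chromosome 2, 173153048 to 173159273) rose from 1116 ± 91.4 to 18500 ± 415 (SD, n = 3), by 4.05 (adjusted p = 7.8e-20 by limma). The nuclear receptor Nr4a3 showed the largest rise of the named genes, 7.90, from a vehicle mean of only 5.21 scaled reads. Cemip (4.45), Nr4a2 (4.08) and the coactivator Ppargc1a (3.99) also rose. The largest falls among called genes with a mean of at least 5 CPM and no overlap between the groups were those of the growth-response factor Egr1 (-3.16), Pdgfb (-2.53), the macrophage growth factor Csf1 (-2.17), the chemokine Cxcl2 (-2.17), Fgd3 (-2.15) and Angptl4 (-2.15). Hnf4a, a master regulator of hepatocytes, rose by 0.62 and Stat3 by 0.64. Fbp1 was called higher by 0.28 (adjusted p = 0.0059 by limma), from 5308 ± 717 to 6402 ± 98.5 scaled reads (SD, n = 3). Its vehicle libraries varied far more than the shared estimate of spread allows for. Foxo1 rose by 0.29, a call lost without vehicle library a (adjusted p = 0.0516 by limma) or cAMP library 3 (0.0514). Stat6 fell by 0.18, a call lost without vehicle library b (adjusted p = 0.105 by limma), cAMP library 2 (0.129) or cAMP library 3 (0.0546). Il13ra1 (-0.13), Il4ra (0.15) and Pcx (0.17) did not pass the threshold, although Pcx passed without vehicle library b (adjusted p = 0.00335 by limma).

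Of the 31 tested cAMP and CREB target genes, 23 rose and 5 fell (25 and 5 adjusted over the list alone), and the list was higher (camera adjusted p = 2.15e-17), led by Pck1, Tat, Nr4a3 and G6pc. Tat, the first enzyme of tyrosine breakdown, rose by 3.14. Gluconeogenesis genes were higher (10 of 20 rose and 1 fell, 12 and 1 adjusted over the list alone, camera adjusted p = 3.91e-07). So were genes of amino acid catabolism and the urea cycle (16 of 32 rose, 17 adjusted over the list alone, adjusted p = 1.28e-10), with Got1 (1.86), Slc7a2 (3.30) and the ornithine carrier Slc25a15 (1.48). Hepatocyte identity genes were higher (11 of 25 rose and 1 fell, 13 and 1 adjusted over the list alone, camera adjusted p = 5.72e-06), among them the factors Foxa2 (1.29), Foxa1 (1.14) and Cebpa (0.62). Inflammation and NF-kB target genes were lower (14 of 24 fell and 4 rose, 14 and 5 adjusted over the list alone, adjusted p = 9.38e-06). Csf1, Cxcl2 and Tnfaip3 (-1.35) fell, and Bcl3 rose by 1.01. These 5 lists kept their call with an estimated correlation.

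Another 9 lists lost their call with an estimated correlation. FOXO target genes, a list that follows a pathway the study picked on these samples, were higher (14 of 34 rose and 8 fell, 17 and 9 adjusted over the list alone, camera adjusted p = 0.0233, and adjusted p = 0.0788 with an estimated correlation). In it Pdk4 rose by 1.81 and the kinase gene Plk2 fell by 1.54. Glycogen metabolism genes were higher (8 of 19 rose, 8 adjusted over the list alone, adjusted p = 0.00416, and adjusted p = 0.0788 with an estimated correlation), led by the phosphatase subunits Ppp1r3g (2.34) and Ppp1r3c (0.81). Periportal hepatocyte markers were higher (8 of 15 rose and 1 fell, 8 and 1 adjusted over the list alone, adjusted p = 9.38e-06, and adjusted p = 0.0788 with an estimated correlation), with Etnppl up by 3.84. Fatty acid oxidation genes were higher (6 of 25 rose and 1 fell, 6 and 1 adjusted over the list alone, adjusted p = 0.00388, and adjusted p = 0.125 with an estimated correlation). The lipid-sensing receptor Ppara rose there by 1.38, and Angptl4, an inhibitor of lipoprotein lipase, fell. Lipogenesis genes were higher (7 of 20 rose, 7 adjusted over the list alone, adjusted p = 0.0233, and adjusted p = 0.362 with an estimated correlation), with Lpin1 up by 1.19, and this call was also lost without vehicle library a (0.15). Cytochrome P450 genes were higher (6 of 24 rose and 1 fell, 6 and 1 adjusted over the list alone, adjusted p = 0.0121, and adjusted p = 0.367 with an estimated correlation), a call also lost without vehicle library c (0.166) or cAMP library 2 (0.0668). Interferon response genes were lower (11 of 28 fell and 3 rose, 11 and 3 adjusted over the list alone, adjusted p = 0.00589, and adjusted p = 0.125 with an estimated correlation), with Irf1 at -0.81. Cholangiocyte markers were lower (5 of 6 fell, 5 adjusted over the list alone, adjusted p = 0.00589, and adjusted p = 0.0788 with an estimated correlation). In the STAT3 target list 14 of 25 fell and 8 rose (14 and 8 adjusted over the list alone, adjusted p = 0.0302, and adjusted p = 0.317 with an estimated correlation), and its feedback inhibitor Socs3 rose by 3.02. That call was also lost without vehicle library b (0.0549) or cAMP library 2 (0.0603).

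Fry, which asks whether the members of a list moved one way and compares them with no other genes, called 24 lists with cAMP, where camera called 14. In all, 3272 of 12703 genes differed between cAMP and vehicle, 1648 higher and 1624 lower, and 34.7% of genes had no overlap between the groups, against 10% by chance. Scaling by library size alone gave 1265 higher and 2147 lower, and a fit on only these 6 libraries called 2042. That fit has fewer samples, but the main fit also shares its estimate of spread over all groups. Squared differences between vehicle replicates were 3.7 to 8.08 times sampling noise, against 1.24 to 1.75 with cAMP and IL-13. The main p-values against vehicle, for cAMP and for glucagon, may therefore be too small. Markers of Kupffer cells, the liver macrophages, were not called as a list (1 of 16 rose, Csf1r by 0.28, and 0 adjusted over the list alone, camera adjusted p = 0.431, fry adjusted p = 0.076). The call of Csf1r was lost without vehicle library a (adjusted p = 0.157 by limma) or b (0.0679), cAMP library 1 (0.169) or 3 (0.107), or library 3 of cAMP with IL-13 (0.0506).

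Glucagon also raised G6pc and Pck1. G6pc reached 609.6 ± 9.03 scaled reads (SD, n = 3), a rise of 3.10 (SE 0.06, adjusted p = 1.4e-16 by limma), and Pck1 rose by 2.88 to 8221 ± 105 (SD, n = 3). Nr4a3 (7.51), Cemip (4.16), Ppargc1a (3.63) and Nr4a2 (3.24) were, with G6pc, among the largest rises of called genes with a mean of at least 5 CPM and no overlap between the groups. Egr1 (-3.01), Cxcl2 (-2.58), Rgs16 (-2.42), Rnd1 (-2.01), Csf1 (-1.94) and Fosl1 (-1.93) showed the largest falls of such genes. Hnf4a rose by 0.39 and Stat3 by 0.58, whereas Pcx (0.05), Foxo1 (0.12), Il13ra1 (0.03) and Il4ra (-0.14) did not pass. Fbp1 (0.19) passed only without vehicle library a (adjusted p = 0.000677 by limma), and Stat6 (-0.17) only without vehicle library c (adjusted p = 0.0262 by limma), cAMP library 2 (0.0432) or library 3 of glucagon with IL-13 (0.0435), among the fits with 1 library left out.

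With glucagon, cAMP and CREB target genes were higher (18 of 31 rose and 9 fell, 19 and 9 adjusted over the list alone, camera adjusted p = 3.85e-07). Gluconeogenesis genes were higher (9 of 20 rose and 2 fell, 10 and 2 adjusted over the list alone, adjusted p = 4.71e-05), and so were cholesterol synthesis genes (5 of 23 rose, 6 adjusted over the list alone, adjusted p = 0.00187), led by Sqle (0.58) and Insig1 (0.42). Inflammation and NF-kB target genes were lower (14 of 24 fell and 3 rose, 14 and 3 adjusted over the list alone, adjusted p = 4.51e-08), with Cxcl10 (-1.88), Cxcl2 and Icam1 (-0.92) among them. These 4 lists held with an estimated correlation.

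The calls of the other 11 lists did not. Amino acid catabolism genes were higher (14 of 32 rose and 2 fell, 15 and 5 adjusted over the list alone, adjusted p = 1.64e-05, and adjusted p = 0.054 with an estimated correlation), with Slc7a2 up by 2.92. Hepatocyte identity genes were higher (8 of 25 rose, 8 adjusted over the list alone, adjusted p = 0.000419, and adjusted p = 0.0681 with an estimated correlation), with Foxa2 (1.21) and Onecut1 (1.65). Glycogen metabolism (7 of 19 rose and 1 fell, 10 and 1 adjusted over the list alone, adjusted p = 0.00289, and adjusted p = 0.0681 with an estimated correlation) and periportal markers (6 of 15 rose and 2 fell, 7 and 3 adjusted over the list alone, adjusted p = 0.002, and adjusted p = 0.164 with an estimated correlation) were higher. Glycolysis was higher (8 of 21 rose and 1 fell, 9 and 2 adjusted over the list alone, adjusted p = 0.0236, and adjusted p = 0.289 with an estimated correlation), with the regulator Pfkfb2 at 0.88. It was not called without vehicle library c (0.0876) or glucagon library 2 (0.0577). Lipogenesis was higher (4 of 20 rose, 4 adjusted over the list alone, adjusted p = 0.0236, and adjusted p = 0.347 with an estimated correlation), though not without vehicle library a (0.222). Interferon genes were lower (12 of 28 fell and 1 rose, 13 and 2 adjusted over the list alone, adjusted p = 0.000131, and adjusted p = 0.054 with an estimated correlation). Heat shock and dissociation stress genes were lower (12 of 26 fell and 4 rose, 14 and 7 adjusted over the list alone, adjusted p = 0.000419, and adjusted p = 0.0681 with an estimated correlation), with Ier2 (-1.54) and Gadd45b (-1.27). STAT3 targets were lower (12 of 25 fell and 5 rose, 12 and 5 adjusted over the list alone, adjusted p = 0.00051, and adjusted p = 0.0953 with an estimated correlation), with Bcl2l1 at -1.18 and Socs3 at 1.89. The unfolded protein response was lower (10 of 26 fell and 6 rose, 11 and 8 adjusted over the list alone, adjusted p = 0.018, and adjusted p = 0.0925 with an estimated correlation), though not without vehicle library a (0.0683). Trib3 (-0.88), Ddit3 (-1.09) and the chaperone Hspa5 (-0.41) fell in it. The mitochondrial respiratory chain list was higher (1 of 24 rose, Atp5a1 by 0.14, 1 adjusted over the list alone, adjusted p = 0.0401, and adjusted p = 0.709 with an estimated correlation). It was not called without vehicle library b (0.222) or c (0.452) or glucagon library 3 (0.19), and Atp5a1 did not pass without glucagon library 3 (adjusted p = 0.0601 by limma). The FOXO list was not called against other genes (10 of 34 rose and 9 fell, 11 and 9 adjusted over the list alone, camera adjusted p = 0.438). Tested on its own by fry it was higher (adjusted p = 7.47e-07).

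With glucagon fry called 20 lists, where camera called 15, and the respiratory chain list was not among them (fry adjusted p = 0.162). Glucagon against vehicle gave 2399 genes, 1188 higher and 1211 lower, and 28.5% of genes had no overlap between the groups, against 10% by chance. Scaling by library size alone gave 956 higher and 1502 lower, and a fit on only these 6 libraries called 1294. Both stimuli were compared with the same vehicle libraries, so their effects share chance values. Across genes the effects had r = 0.815 and covariance 0.143, against r = 0.507 and covariance 0.0174 for simulated unchanged groups, a difference in covariance of 0.126. Of the called genes, 986 were higher with both, against 154 expected of independent lists. The simulation gave 0.05, but it held no changed genes, so hardly any could be called. It cannot say how far shared controls raise the overlap of called genes. Another 948 were lower with both (155 expected of independent lists). With one stimulus compared with 1 vehicle library and the other with the remaining 2, so that no control was shared, r was 0.524 to 0.681 and the covariance 0.113 to 0.128 over the 6 such divisions. The 3 vehicle libraries do not give 2 libraries to each side, so part of the excess in called genes may come from the shared controls.

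**Figure D1:**
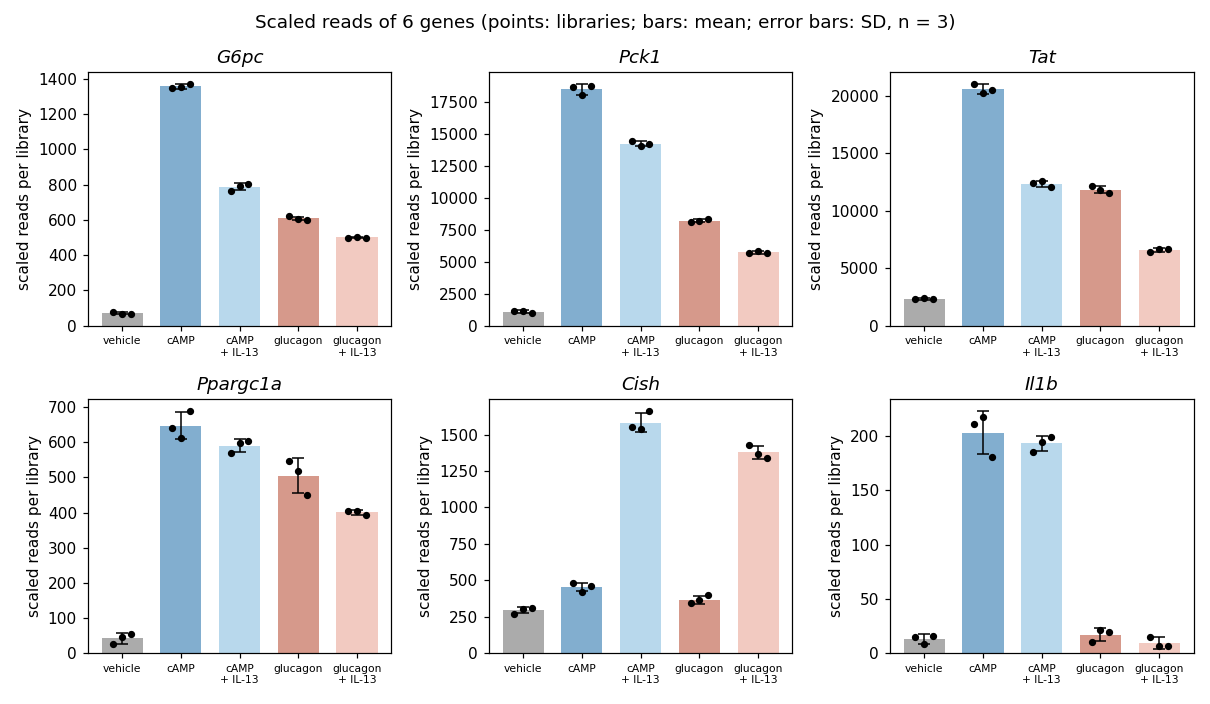
Scaled reads of G6pc, Pck1, Tat, Ppargc1a, Cish and Il1b by group on linear axes from 0, where points are libraries, bars group means and error bars the SD (n = 3). G6pc stood at 1356 scaled reads with cAMP and 787.8 with cAMP and IL-13, and at 609.6 and 500.5 with glucagon without and with IL-13.

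Against cAMP, glucagon left Pck1 at -1.17 on the log2 scale (adjusted p = 2.1e-10 by limma) and G6pc at -1.15 (adjusted p = 2.2e-09 by limma), with no overlap of the 3 and 3 libraries for either gene. Thbd (thrombomodulin, chromosome 2, 148404466 to 148408188) showed the largest fall among called genes with a mean of at least 5 CPM and no overlap between the groups (-2.03), with 85.98 ± 4.35 scaled reads against 355.3 ± 22.3 with cAMP and 80.57 ± 8.29 with vehicle (SD, n = 3). Mest (-1.69) and the kinase anchor Akap12 (-1.42) were also lower, and Pdgfb (1.33), Fjx1 (1.16), Plau (1.09), Dio3 (0.93) and Esm1 (0.89) were higher. Il4ra stood at -0.29 (adjusted p = 0.033 by limma), a call lost without cAMP library 1 or 3 or any one glucagon library (adjusted p from 0.053 to 0.209), or library 3 of cAMP with IL-13 (0.051). Hnf4a (-0.23), Ppargc1a (-0.36), Fbp1 (-0.09), Pcx (-0.12), Foxo1 (-0.18), Il13ra1 (0.16), Stat3 (-0.06) and Stat6 (0.01) did not pass. Without vehicle library a, Hnf4a (adjusted p = 0.00177 by limma) and Ppargc1a (0.00723) did, and so did Hnf4a without vehicle library b (0.0265).

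The cAMP and CREB target genes were lower with glucagon than with cAMP (20 of 31, 26 adjusted over the list alone, camera adjusted p = 8.24e-35), with the growth factor binding protein Igfbp1 at -0.75 and Tat at -0.80. Gluconeogenesis (5 of 20 lower, 6 adjusted over the list alone, adjusted p = 2.78e-08) and amino acid catabolism (12 of 32 lower, 16 lower and 1 higher adjusted over the list alone, adjusted p = 1.18e-12) were lower too. So was the FOXO list, whose pathway the study picked on these samples (11 of 34 lower and 2 higher, 13 and 4 adjusted over the list alone, adjusted p = 3.5e-07), with Pdk4 at -0.83. Periportal markers (7 of 15 lower, 7 adjusted over the list alone, adjusted p = 6e-07), with Arg1 at -0.56, and pericentral markers (3 of 13 lower, 5 adjusted over the list alone, adjusted p = 0.000807), with Oat at -0.36, were both lower. The unfolded protein response was lower (4 of 26, 8 adjusted over the list alone, adjusted p = 0.00149), with Fgf21 at -0.94. These 7 lists held with an estimated correlation.

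Of the 9 other lists called, extracellular matrix and TGF-beta target genes were higher with glucagon (4 of 23, 6 higher and 1 lower adjusted over the list alone, adjusted p = 0.00126, and adjusted p = 0.178 with an estimated correlation), with Ctgf at 0.77 and Cyr61 at 0.65. Cholangiocyte markers were higher (1 of 6, Cldn4 at 0.29, 1 adjusted over the list alone, adjusted p = 0.0207, and adjusted p = 0.138 with an estimated correlation), though not without glucagon library 2 (0.0685) or 3 (0.0543). Fatty acid oxidation was lower (4 of 25, 7 lower and 1 higher adjusted over the list alone, adjusted p = 0.00159, and adjusted p = 0.111 with an estimated correlation), as were bile acid genes (2 of 16, 4 adjusted over the list alone, adjusted p = 0.00226, and adjusted p = 0.138 with an estimated correlation). Cytochrome P450 genes were lower (4 of 24, 5 adjusted over the list alone, adjusted p = 0.00159, and adjusted p = 0.256 with an estimated correlation), though not without cAMP library 2 (0.0681). Hepatocyte identity genes were lower (3 of 25, 4 adjusted over the list alone, adjusted p = 0.000807, and adjusted p = 0.0782 with an estimated correlation), with Cps1 at -0.42. STAT3 targets were lower (7 of 25 lower and 2 higher, 9 and 4 adjusted over the list alone, adjusted p = 0.00993, and adjusted p = 0.206 with an estimated correlation), with Socs3 at -1.13. Heat shock genes (5 of 26, 8 lower and 3 higher adjusted over the list alone, adjusted p = 0.0052, and adjusted p = 0.138 with an estimated correlation) and clock genes (3 of 20, 6 lower and 2 higher adjusted over the list alone, adjusted p = 0.0052, and adjusted p = 0.289 with an estimated correlation) were lower.

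Between the stimuli fry called 18 lists, where camera called 16, and cytochrome P450 genes were not among them (fry adjusted p = 0.0619). Stellate cell and fibroblast markers were not called (1 of 12 higher, 1 adjusted over the list alone, camera adjusted p = 0.0533, and adjusted p = 0.249 with an estimated correlation). They passed with camera without cAMP library 3 (0.0343), glucagon library 3 (0.0372), or library 1 (0.0467) or 3 (0.0498) of glucagon with IL-13. The stimuli differed in 543 genes, 224 higher and 319 lower with glucagon. The count was 899 without vehicle library a, 355 without cAMP library 1, 356 without cAMP library 3, 918 in a fit on the 12 libraries without vehicle, and 1117 without vehicle library a and cAMP library 2, the last 2 chosen after seeing the data. Of the 986 genes raised by both stimuli, 130 were lower and 3 higher with glucagon, and the medians were 0.507 with cAMP and 0.436 with glucagon.

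In the presence of cAMP, IL-13 lowered G6pc, Pck1 and Tat and raised STAT6 target genes. G6pc fell by 0.78 (SE 0.06, adjusted p = 2.9e-07 by limma), from 1356 ± 12.4 to 787.8 ± 19.8 scaled reads (SD, n = 3), and Pck1 fell by 0.38 (adjusted p = 0.00012 by limma), with no overlap of the groups for either gene. Tat (chromosome 8, 109990437 to 109999803) fell by 0.74, Fam13a by 0.82, Kif21b by 0.78, Ank3 by 0.77 and Plet1 by 0.67. Hnf4a fell by 0.27 (adjusted p = 0.026 by limma), a call lost without any one of the 6 libraries (adjusted p from 0.0604 to 0.123). The largest rises among called genes with a mean of at least 5 CPM and no overlap between the groups were those of the death receptor Tnfrsf21 (2.22), Cish (1.80, chromosome 9, 107296026 to 107302784), the ubiquitin ligase Rnf19b (1.67), Pcyox1l (1.45), Fjx1 (1.44) and the collagenase Mmp13 (1.42). Fbp1 (0.00), Pcx (0.08), Ppargc1a (-0.13), Foxo1 (-0.17), Il13ra1 (0.05), Il4ra (0.08), Stat3 (-0.06) and Stat6 (0.00) did not pass.

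Of the 23 tested IL-4 and IL-13 receptor and STAT6 target genes, 8 rose with IL-13 and cAMP (12 adjusted over the list alone, camera adjusted p = 1.45e-11), among them Ch25h (3.85), Tgm2 (0.69) and the chemokine Ccl24 (4.07). Inflammation and NF-kB target genes were higher (7 of 24 rose and 1 fell, 9 and 2 adjusted over the list alone, adjusted p = 0.00338), with Nfkb1 (0.78), Ccl7 (1.34) and Ccl2 (0.79). The unfolded protein response was higher (5 of 26 rose, 6 adjusted over the list alone, adjusted p = 0.00184), with Hspa5 (0.37) and Chac1 (0.41). The FOXO list was lower (5 of 34 fell and 1 rose, 7 and 1 adjusted over the list alone, adjusted p = 0.00548), which is not independent evidence. In it Ccng2 fell by 0.34, though not past the threshold without library 1 of cAMP with IL-13 (adjusted p = 0.0685 by limma). These 4 lists held with an estimated correlation.

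The calls of 9 more lists for IL-13 with cAMP were lost with an estimated correlation. Gluconeogenesis was lower (4 of 20 fell, 4 adjusted over the list alone, adjusted p = 0.0265, and adjusted p = 0.169 with an estimated correlation), which is not independent evidence. Amino acid catabolism was lower (8 of 32 fell, 11 adjusted over the list alone, adjusted p = 6.67e-05, and adjusted p = 0.0708 with an estimated correlation), with Gpt2 at -0.49 and Cps1 at -0.35. Glycogen metabolism was lower (4 of 19 fell, 4 fell and 1 rose adjusted over the list alone, adjusted p = 0.0153, and adjusted p = 0.131 with an estimated correlation), with Ppp1r3g at -1.15, though not without cAMP library 2 (0.0651). Cholesterol synthesis was higher (1 of 23 rose, 1 adjusted over the list alone, adjusted p = 0.0167, and adjusted p = 0.0708 with an estimated correlation), though not without cAMP library 3 (0.0612). Acute phase genes were higher (3 of 26 rose, 3 adjusted over the list alone, adjusted p = 0.0233, and adjusted p = 0.591 with an estimated correlation), with the iron hormone Hamp at 0.74, though not without cAMP library 3 (0.175). Interferon genes were higher (4 of 28 rose and 1 fell, 6 and 2 adjusted over the list alone, adjusted p = 0.0143, and adjusted p = 0.168 with an estimated correlation), with Igtp at 0.38. Extracellular matrix and TGF-beta target genes were higher (5 of 23 rose and 1 fell, 7 and 3 adjusted over the list alone, adjusted p = 0.039, and adjusted p = 0.428 with an estimated correlation), though not without cAMP library 2 (0.114) or library 3 of cAMP with IL-13 (0.0615). Cholangiocyte markers were higher (1 of 6 rose, Cldn4 by 0.43, 2 adjusted over the list alone, adjusted p = 0.00678, and adjusted p = 0.0814 with an estimated correlation). Kupffer cell markers were lower (1 of 16 fell, Cd68, 1 adjusted over the list alone, adjusted p = 0.0201, and adjusted p = 0.144 with an estimated correlation), though not without cAMP library 1 (0.193). The call of Cd68 was lost without cAMP library 1 (adjusted p = 0.166 by limma) or 3 (0.169), or library 1 (0.056), 2 (0.185) or 3 (0.117) of cAMP with IL-13.

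For IL-13 with cAMP, fry and camera called 13 lists each. Fry did not call the acute phase list (fry adjusted p = 0.249) or the extracellular matrix list (0.0937). It did call cAMP and CREB target genes as lower (0.00615, camera adjusted p = 0.152) and STAT3 target genes as higher (0.00235, camera adjusted p = 0.0797). With cAMP, IL-13 changed 495 genes, 320 higher and 175 lower, and 24.8% of genes had no overlap between the groups, against 10% by chance. The count was 765 without vehicle library a, which is in neither group but enters the shared estimate of spread, 323 without cAMP library 1, 312 without cAMP library 3, and 298, 292 and 282 without library 1, 2 or 3 of cAMP with IL-13. It was 963 on only these 6 libraries, 780 on the 12 libraries without vehicle, and 768 without vehicle library a and cAMP library 2.

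In the presence of glucagon, IL-13 lowered Pck1 and G6pc. Pck1 fell by 0.52 (adjusted p = 2.6e-06 by limma) and G6pc fell by 0.28 (adjusted p = 0.012 by limma), to 500.5 ± 3.63 scaled reads (SD, n = 3). The call of G6pc was lost without library 1 of glucagon with IL-13 (adjusted p = 0.0501 by limma). The glycogen-targeting subunit Ppp1r3c (-0.90), Tat (-0.84), the clock repressor Bhlhe41 (-0.84), Etnppl (-0.83), Afp (-0.79) and the glucose transporter Slc2a2 (-0.73) showed the largest falls among called genes, predicted ones left aside, with a mean of at least 5 CPM and no overlap between the groups. Cish (1.91), Rnf19b (1.78), Tnfrsf21 (1.77), Pcyox1l (1.55), Mmp13 (1.42) and Col27a1 (1.39) showed the largest rises of such genes. Hnf4a fell by 0.28 (adjusted p = 0.013 by limma), a call lost without glucagon library 2 (0.0529) or library 3 of glucagon with IL-13 (0.0712). Il4ra rose by 0.30 (adjusted p = 0.022 by limma), a call lost without glucagon library 3 (0.111) or library 1 (0.116) or 2 (0.0512) of glucagon with IL-13. Fbp1 (-0.05), Pcx (0.14), Ppargc1a (-0.33), Foxo1 (-0.10), Il13ra1 (-0.14), Stat3 (-0.07) and Stat6 (0.04) did not pass, although Ppargc1a did without vehicle library a (adjusted p = 0.0115 by limma).

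With IL-13 and glucagon the STAT6 target list was higher (10 of 23 rose, 11 adjusted over the list alone, camera adjusted p = 1.17e-08), with Ch25h at 2.50 and the matrix protein Postn at 2.21, and it alone of 5 called lists held with an estimated correlation. STAT3 targets were higher (6 of 25 rose and 2 fell, 9 and 4 adjusted over the list alone, adjusted p = 0.029, and adjusted p = 0.433 with an estimated correlation), with Socs3 at 0.68 and Pim1 at 0.69, though not without glucagon library 1 (0.0502). The unfolded protein response was higher (7 of 26 rose and 1 fell, 8 and 1 adjusted over the list alone, adjusted p = 0.00338, and adjusted p = 0.11 with an estimated correlation), with Chac1 at 0.63. Cholangiocyte markers were higher (2 of 6 rose, Cldn4 by 0.44 and Sox9 by 0.47, 3 adjusted over the list alone, adjusted p = 0.0116, and adjusted p = 0.148 with an estimated correlation). Glycogen metabolism was lower (3 of 19 fell and 1 rose, 5 and 1 adjusted over the list alone, adjusted p = 0.00338, and adjusted p = 0.11 with an estimated correlation). The gluconeogenesis list was not called against other genes (3 of 20 fell and 1 rose, 3 and 2 adjusted over the list alone, camera adjusted p = 0.137). Tested on its own by fry it was lower (adjusted p = 0.0347), which is not independent evidence. The FOXO list was called by neither (4 of 34 fell and 4 rose, 5 and 5 adjusted over the list alone, camera adjusted p = 0.381, fry adjusted p = 0.187). In all, fry called 9 lists here, where camera called 5.

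With glucagon, IL-13 changed 728 genes, 445 higher and 283 lower, and 24.2% of genes had no overlap between the groups, against 10% by chance. The count was 1218 without vehicle library a, 483 without glucagon library 1, 453 without glucagon library 3, 430 and 437 without library 1 or 2 of glucagon with IL-13, 1241 on the 12 libraries without vehicle, and 1381 without vehicle library a and cAMP library 2.

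The IL-13 effects under the stimuli, which share no libraries, correlated across genes (r = 0.43, genes not being independent). Of the called genes, 230 rose under both stimuli (11.2 expected of independent lists), 90 fell under both (3.9 expected), and 0 went opposite ways. Genes raised by glucagon were lower as a set with IL-13 and cAMP (80 called lower and 65 higher, camera p = 0.000156, and p = 0.0813 with an estimated correlation), with p = 0.159 without vehicle library a and cAMP library 2. Independent lists would give 16.4 lower and 29.9 higher, so these genes were over-represented in both directions. Genes lowered by glucagon were higher with IL-13 and cAMP (90 called higher and 24 lower, camera p = 0.00287, and p = 0.0809 with an estimated correlation), though not without vehicle library a (0.0503) or cAMP library 2 (0.0504). Genes lowered by cAMP were higher with IL-13 and glucagon (141 called higher and 44 lower, camera p = 0.00175, and p = 0.00532 with an estimated correlation). Genes raised by cAMP did not pass with IL-13 and glucagon (120 called lower and 105 higher, camera p = 0.0566, and p = 0.417 with an estimated correlation). For this set independent lists would give 36.7 lower and 57.7 higher, so it too was over-represented in both directions. That set passed with camera without vehicle library a (0.0279), cAMP library 1 (0.0385) or 3 (0.0276), glucagon library 1 (0.0485) or 3 (0.0493), or library 1 (0.0401) or 2 (0.0255) of glucagon with IL-13.

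**Figure D2:**
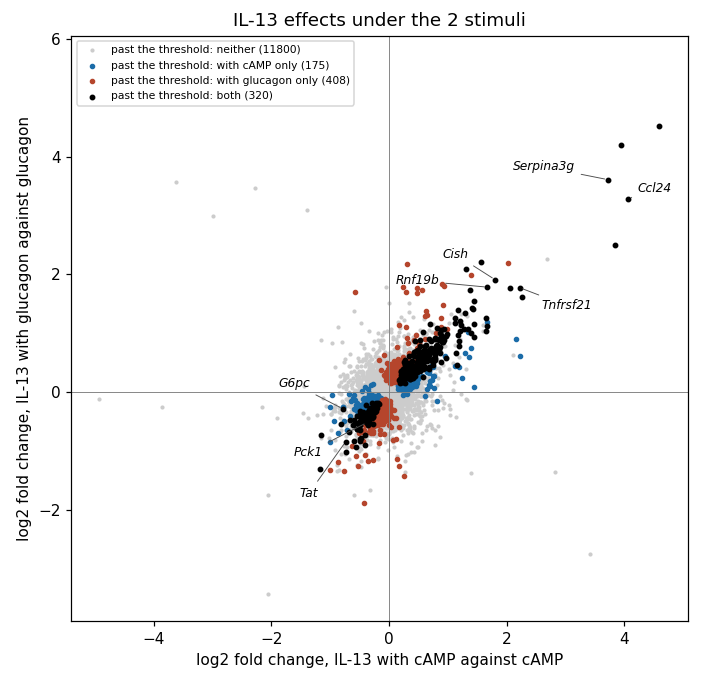
Log2 fold change of each tested gene with IL-13 under cAMP (horizontal axis) against that under glucagon (vertical axis), coloured by where the gene passed the threshold (175 with cAMP only, 408 with glucagon only, 320 with both). The 320 genes called under both stimuli lie in the quadrants of equal sign.

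In the fit on all 15 libraries no gene passed the threshold for a difference between the IL-13 effects (0 of 12703 by limma and 0 by limma-voom, with 608 at an unadjusted p under 0.05 and a lowest adjusted p of 0.322). G6pc differed by 0.50 (SE 0.09, adjusted p = 0.32 by limma), the fall being smaller with glucagon, and Pck1 by -0.14 (adjusted p = 1 by limma). Without library 3 of cAMP with IL-13, 1 gene was called. Without vehicle library a, 2 were, G6pc (adjusted p = 0.0212 by limma) and Ppp1r10 (0.00453). A fit on the 12 libraries without vehicle called 4 genes, G6pc (0.50), Pdk4 (0.39), Ppp1r10 (0.72) and Flnc (0.68), of which Ppp1r10 and Flnc were named after their values were seen. In that fit the adjusted p by limma was 0.0092 for G6pc and 0.0047 for Ppp1r10. Pdk4 and Flnc lay at the threshold (0.05 each after rounding). Of the 30 lists, cholesterol synthesis was called lower (median -0.108, 0 of 23 members called, 0 adjusted over the list alone, camera adjusted p = 0.00357, and adjusted p = 0.0677 with an estimated correlation).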

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

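The permutation of residuals was chosen after the data were seen, and the other tests of this part were planned. For the difference of IL-13 effects, the fit on the 12 stimulated libraries is the planned fit on only the groups compared. The cholesterol synthesis list was taken up here because the IL-13 effect on it differed between the stimuli, with a median of -0.108 for glucagon minus cAMP (camera adjusted p = 0.00357, and adjusted p = 0.0677 with an estimated correlation). With IL-13 under cAMP its median was 0.106 (adjusted p = 0.0167, and adjusted p = 0.0708 with an estimated correlation), and under glucagon -0.021 (adjusted p = 0.493).

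No single gene passed the adjustment over all genes in the fit on 15 libraries, but 15 genes passed it over at least 1 of the lists alone. With 31 lists examined in this way and no correction across them, chance alone gives some such genes. G6pc, which the study had followed throughout, differed by 0.50, with an IL-13 effect of -0.78 under cAMP and -0.28 under glucagon, and it passed over all genes without vehicle library a (adjusted p = 0.0212 by limma). Pdk4, whose product spares glucose by blocking pyruvate dehydrogenase, differed by 0.39 (0.05 under cAMP and 0.44 under glucagon). Positive differences were also seen for Gadd45b (0.43), Herpud1 (0.40), Slc38a2 (0.35), Trib3 (0.33), Bcl3 (0.32), Junb (0.30), Mcl1 (0.30), Myc (0.28) and Chac1 (0.22), and negative ones for Fos (-0.33) and Relb (-0.28). Ccl20 (2.28) and Ccnb2 (1.96) had at most 19.7 scaled reads in the 12 stimulated libraries.

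On the 12 stimulated libraries the real grouping gave 4 genes, and 11 of 100 groupings with the stimulus labels drawn anew within each IL-13 level gave as many, the real one included. The highest of the others gave 488, over 100 times the real count, which points to a structure of the samples. Drawn labels mix the stimuli, so the difference between cAMP and glucagon enters such groupings, and they decide nothing about chance. With the stimulus and IL-13 effects kept and only the residuals permuted over the 12 libraries, 3 of 100 orders gave as many genes, the real one included. The highest other order gave 1407, and what produced so many was not tested. The 4 genes were thus more than most orders gave, although Pdk4 and Flnc among them lay at the threshold. This rests on 100 orders and on a permutation chosen afterwards, and the fit on all libraries called 0. Each comparison of 3 with 3 libraries has only 10 splits, too few for a share under 0.05, and 1 split, the real one, gave as many genes in each. Fitted on its 6 libraries, cAMP against vehicle gave 2042 genes (highest other split 0) and glucagon against vehicle 1294 (1). IL-13 with cAMP gave 963 (0), IL-13 with glucagon 892 (2) and glucagon against cAMP 580 (0).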

How the results depend on the processing

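The pseudocounts of 0.5 and 5, the upper quartile, the length correction, the joint omission of 2 libraries and the group-only fit on 12 libraries were chosen after seeing the data. For the difference of IL-13 effects, that last fit is the same as the planned one on only the groups compared. No gene, list or set that passed in the main fit or in the alternative changed direction, and neither correlation changed sign. Changes of sign in results that passed in neither fit were not counted. Scaling by library size alone or the upper quartile, limma-voom, a pseudocount of 0.5 and omission of small RNA entries left every count of genes within 1.5 times. Fits on only the groups compared gave 2042 genes for cAMP and 1294 for glucagon against vehicle, 963 for IL-13 with cAMP and 4 for the difference of IL-13 effects. The 12 stimulated libraries gave 780 and 1241 for IL-13 with cAMP and with glucagon, 918 between the stimuli and 4 for the difference. Without vehicle library a and cAMP library 2 these were 768, 1381, 1117 and 1, and the stimuli correlated at 0.774. Without these libraries, genes raised by glucagon no longer passed as lower with IL-13 and cAMP (camera gave 0.159), and they did not pass with an estimated correlation (0.0813) or with fry (0.0593) on all libraries. Genes lowered by glucagon no longer passed as higher with IL-13 and cAMP without both libraries (0.379), without vehicle library a (0.0503) or cAMP library 2 (0.0504) alone, or with an estimated correlation (0.0809). The difference of IL-13 effects had 2 genes after the length correction and 1 with FPKM + 1, FPKM + 0.1 and the replicate block. For the correlation of IL-13 effects, no filter gave 0.24, FPKM + 1 gave 0.528 and a pseudocount of 5 gave 0.484. For that of the stimuli, no filter gave 0.71, a filter of 1 CPM 0.846, FPKM + 1 0.887, FPKM + 0.1 0.842 and a pseudocount of 5 0.837. Genes raised by cAMP passed as lower with IL-13 and glucagon on FPKM values, where camera gave 0.0066 with a pseudocount of 1 and 0.0094 with 0.1. Apart from fits with fewer samples or other genes, the cause was not tested. For named genes and the 4 leading members of each list, 20748 values kept their side of the threshold over all alternatives, 531 lost a call and 291 gained one. For lists these were 5165, 47 and 68.

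With each of the 15 libraries left out in turn, the counts ran from 282 to 765 for IL-13 with cAMP, 430 to 1218 for IL-13 with glucagon, 355 to 899 between the stimuli and 0 to 2 for the difference. The highest of each came without vehicle library a, which none of these comparisons holds. It acts there only through the shared estimate of spread. A group of 2 has fewer samples. The correlation of IL-13 effects ran from 0.35 to 0.452 and that of the stimuli from 0.772 to 0.832. For genes raised by cAMP, with IL-13 and glucagon, camera gave 0.0255 to 0.271, and for genes lowered by glucagon, with IL-13 and cAMP, 0.000413 to 0.0504.

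With a replicate block on the 12 numbered libraries, IL-13 changed 661 genes with cAMP and 1009 with glucagon, and 739 differed between the stimuli. The numbers do not show a pairing: deviations of same-number libraries correlated from -0.468 to 0.486 (median 0.022), only 6 of 18 pairs exceeded 0.1, and 5 of 12 libraries matched best with their own number. The vehicle columns carry no number, so no block could be fitted there. Size factors of the count tools and a Wald test on counts were not run, since the values are not counts. At this depth, 61.2% of simulated differences of 1.5-fold between IL-13 effects were called, but the simulation changed 200 genes at once. The adjustment over all genes is stricter when few genes differ, so single differences of this size would be missed more often. Smaller ones would often be missed as well.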

Other observations

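The tests on Il1b and on endothelial markers were chosen after the values were seen, as was the length correction, whose outcome was predicted before it was run. Several genes outside the gluconeogenic programme moved with IL-13 under both stimuli, although their lists were mostly not called. The hepatokine Fgf21 rose by 0.45 with cAMP and 0.87 with glucagon, the former a call lost without any one of the 6 libraries compared (adjusted p from 0.068 to 0.104 by limma). The xenobiotic receptor Ahr rose by 0.63 and 0.55 (cytochrome P450 list, adjusted p = 0.334 and 0.306). The clock repressor Bhlhe40 rose by 0.24 and 0.18 and Bhlhe41 stood at -0.49 and -0.84 (circadian list, adjusted p = 0.998 and 0.416). The call of Bhlhe41 with cAMP was lost without cAMP library 1 (adjusted p = 0.0586 by limma) or library 3 of cAMP with IL-13 (0.0698). Smad7 rose by 0.72 and 0.72 and Tgfbr1 by 0.66 and 0.63 (extracellular matrix and TGF-beta list, adjusted p = 0.039 with cAMP, and adjusted p = 0.428 with an estimated correlation, and 0.0896 with glucagon). Among acute phase genes, Hamp rose by 0.74 and 0.71 and Serpina3g by 3.72 and 3.61 (list adjusted p = 0.0233 with cAMP, and adjusted p = 0.591 with an estimated correlation, and 0.558 with glucagon). Of sinusoidal endothelial markers, Pecam1 rose by 0.59 and 0.53 and Lyve1 stood at -0.54 and -0.64 (list adjusted p = 0.202 and 0.123). Cell cycle genes were not called by camera in any of the 6 comparisons (adjusted p from 0.113 to 0.663), but fry called them lower with cAMP (adjusted p = 0.00651) and with glucagon (0.00131) against vehicle. Neutrophil and monocyte markers were called by neither (camera adjusted p from 0.542 to 0.965).

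Il1b (chromosome 2, 129364570 to 129371139) stood at 12.9 ± 4.4 scaled reads with vehicle, 203.2 ± 19.8 with cAMP and 16.8 ± 6.1 with glucagon (SD, n = 3), a log2 difference of -3.58 for glucagon against cAMP (adjusted p = 2.5e-06 by limma). Tnf, chosen after its values were seen, went the other way, at 28.1, 5.7 and 22.9. A different share of macrophages would move their other transcripts alike, but the Kupffer cell list had a median difference of only -0.04 (interquartile range 0.114), which argues against it as the cause. Its most abundant members, Cd68 (2970 with cAMP and 2797.8 with glucagon), Mpeg1 (1417.8 and 1509.2) and Marco (1004.6 and 980.3), differed by -0.08 to 0.09 on the log2 scale. One member, Itgam, is also in the neutrophil list, and what else differed between the stimuli for Il1b stays open.

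Of 16 sinusoidal endothelial markers, 8 were called with cAMP and 1 of these, Pecam1, also with glucagon. Between the stimuli, Tek, Fcgr2b and Bmp2 were higher with glucagon and Lyve1 and Cdh5 lower (Tek named after its values were seen), so at least 2 called members went each way, which a different share of endothelial cells alone would not give. These calls were fragile: those of Tek (adjusted p from 0.0558 to 0.148 by limma) and Cdh5 (0.0572 to 0.159) were lost without any one of the 6 libraries compared. That of Lyve1 was lost without cAMP library 1 (0.138) or 2 (0.113), or glucagon library 1 (0.0555), 2 (0.133) or 3 (0.115). Libraries of other groups, which enter the shared estimate of spread, mattered too. Tek was not called without vehicle library b (0.0523), library 1 (0.0558) or 3 (0.0535) of cAMP with IL-13, or library 2 of glucagon with IL-13 (0.0546). Cdh5 was not without library 1 (0.0582), 2 (0.056) or 3 (0.0577) of cAMP with IL-13 or library 1 of glucagon with IL-13 (0.0546), and Lyve1 not without library 1 (0.051) or 3 (0.0536) of cAMP with IL-13. The most abundant members were Cdh5 (746.1 scaled reads with cAMP and 587.8 with glucagon) and Stab1 (624.1 and 513.9), and Fcgr2b is also in the STAT6 list. Thbd stood at 80.57 ± 8.29 scaled reads with vehicle, 355.3 ± 22.3 with cAMP and 85.98 ± 4.35 with glucagon (SD, n = 3). Nr4a3 stood at 5.21, 1458 and 1118. Of 948 genes lowered by both stimuli, 72 were called higher (a smaller fall) and 17 lower with glucagon than with cAMP. Of 986 genes raised by both, 130 were lower and 3 higher. Most of these called differences go with glucagon as the weaker stimulus. Thbd and Nr4a3 were picked as extremes, and their values do not follow a common scale. Dose and time were not varied, so a weaker stimulus to which genes differ in sensitivity stays open. For the endothelial markers a weaker stimulus stays open too. Genes matched on cAMP response and expression were called with glucagon that seldom in 0.95% of 10000 draws (median 4 of 8), but this list was taken up for its low count. Over 27 lists drawn in the same way its adjusted p was 0.324. Another candidate explanation is that endothelial cells answered cAMP and not glucagon, as the 7 members called with cAMP alone would show, but in whole cultures this cannot be told apart from an answer of other cells.

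Vehicle library a carried relatively fewer reads of long transcripts than its group mates. The difference of a from b correlated with log2 length at -0.534 and that of a from c at -0.629, against -0.218 for b from c (across genes, which are not independent). Smaller trends were present elsewhere, at 0.411 for glucagon library 1 from 3 and 0.261 for library 1 from 3 of glucagon with IL-13. With the length trend removed from each library, 98.2% of the genes called in cAMP against vehicle and 98.1% of those in glucagon against vehicle were still called, which argues against this trend as the cause of most calls. Lengths were found for 96.2% of tested genes. Without vehicle library a the counts were 3668 and 3098.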
